A study of Rattus norvegicus with 56 samples. Its data were reported in "Transcriptional changes in the rat brain induced by repetitive transcranial magnetic stimulation" (2023).

How the data were processed

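Gene expression was measured in the brains of male Long-Evans rats after either a sham procedure or intermittent theta burst stimulation (iTBS). iTBS is a patterned form of repetitive transcranial magnetic stimulation (rTMS), in which trains of short bursts of magnetic pulses are given through a coil held over the head. In sham rats the coil was kept away from the head. Per the labels, young rats were 6 to 7 months old and aged rats 26 to 27 months old, and the tissue was taken 48 h after stimulation. The aged rats were divided by cognitive status into aged-unimpaired (AU) and aged-impaired (AI) animals, per the labels from their performance in a water maze. Hippocampus and parietal cortex of each animal were hybridized separately. Every array was placed in its group from its title, which gave 4 Y_Sham, 4 Y_iTBS, 4 AU_Sham, 5 AU_iTBS, 4 AI_Sham and 3 AI_iTBS animals, 24 in all. Of the 56 arrays, 48 were the first array of an animal and region and 7 were technical repeats within or between experiments. The remaining array had a title naming a young sham animal and a description naming an aged stimulated animal, so it was put in no group and entered no comparison.

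The authors labeled total RNA with 1 dye, hybridized it to Agilent SurePrint G3 rat gene expression arrays and read the scanned images with Feature Extraction 12.0.3.1. Each deposited scanner file gives, for 62976 features, the processed signal intensity (spot brightness after subtraction of a spatially fitted background), the median spot and background intensity, and flags for each spot. No normalization between arrays had been applied to these intensities. The authors also deposited a table of standard scores, a score for each feature and array. On all 56 arrays, every value of that table lay within 0.0051 of the z-score of the log processed signal over all features of the array, the table being given to 2 decimals. The z-score of an array is its log signal minus the array's mean, divided by the array's SD, so that the study's normalization assumes equal mean and spread of log signal on each array.

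Of the features, 58717 were not controls, and they carried 45598 distinct probes. Spots marked by the software as non-uniform or as outlying among copies of a probe were left out (267 to 1448 per array), and copies of a probe were averaged. The scanner files name probes by accession. These were matched without version numbers to a table of RefSeq names of the rat assembly GRCr8, used for names only, so no coordinates are given. A symbol was found for 46.3% of probes and for 93.9% of those whose accession was a curated RefSeq transcript, giving 16581 symbols. Other probes were tested without a name. Because symbols come only through that table, a further probe of a named gene can be among the unnamed ones.

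The log2 processed signal of each array was centered and scaled to a z-score over its non-control probes, as in the study, and multiplied by the mean SD of the arrays (4.08) to return to log2 units. A normalized signal of 0 is therefore the mean of an array. Technical repeats were averaged with the first array of the same animal and region. A probe was tested in a region when it was well above background in at least 3 of the 24 animals, which left 32438 probes in hippocampus and 32612 in parietal cortex, and 33738 for comparisons between regions. For each region, a linear model with 6 group means was fitted to the 24 animals with limma 3.58.1 in R 4.3.3, with moderated (eBayes) tests on 18 residual degrees of freedom before moderation and Benjamini-Hochberg adjustment over the probes tested. A probe was called at an adjusted p under 0.05. The young contrast was Y_iTBS minus Y_Sham. The aged contrast was the mean of the AU and AI contrasts, so that cognitive status was balanced. Further contrasts were AU and AI separately, the aged minus the young iTBS effect, aged sham minus young sham, and AI sham minus AU sham. Regions were compared through the difference of hippocampus and cortex within each animal. All p-values are two-sided.

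The selection rule in the study's methods was run as an alternative and is called the study's selection rule below. It keeps probes with a one-way analysis of variance p under 0.05, a z-test p under 0.05, a false discovery rate under 0.3, an absolute z-ratio over 1.5 and a mean z-score above 0. The z-ratio of a probe is its difference in mean z-score divided by the SD of that difference over all probes. Some details are not stated in the study's methods. Here the analysis of variance covered the 6 groups of a region, the false discovery rate was computed over the probes passing it, and AU and AI animals were pooled in the aged comparison.

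Since no gene ontology annotation was used here, 11 gene sets were written down from the themes of the study: complement, MHC class II, Toll-like receptors, chemokines, interferon-induced genes, cytoplasmic ribosomal proteins, oxidative phosphorylation, synaptic vesicle, immediate early genes, myelin and microglia. They were tested with camera at its preset correlation of 0.01, with 1 probe per gene (the brightest), and with fry, camera with an estimated correlation, and the PAGE test of the study's methods on z-ratios as alternatives. A further 5 sets served as checks: hippocampus markers, cortex markers, male-specific genes, choroid plexus genes, and haemoglobin and haem synthesis genes. A list of 43 genes that the study displays for the in vivo model was tested over the list alone and over all probes.

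The rule for naming genes was set before the data were examined, as were the groups, the designs and most alternatives. It takes 10 genes selected from those that the study's text discusses for the in vivo model, each with its brightest probe, in 18 comparisons picked from those the study shows. Further genes of that text, such as Rgs4 and Abcg2, are in the list of 43 and not in the counts over the 10. These 18 do not hold every comparison in which the study lists these genes, so the 10 genes were also counted over all 40 pairs of a gene and an iTBS comparison, a count added after the values were seen. For the aged and the young iTBS comparison of each region it takes up to 3 higher and 3 lower genes of largest difference among called probes, or, where none is called, the 2 named probes of smallest p. Among called probes it takes only those for which every animal of the first group lay on the same side of the second group's mean. For the comparison of regions, every sham animal had to differ in the same direction. The same rule was applied to comparisons of sham groups. The 18 comparisons were picked after the designs were fixed and before any value was seen. Genes outside this rule are said to be so where they appear.

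The alternatives were scaling to the 75th percentile of each array, quantile normalization, normexp background correction (offset 50), no filter on dim probes, a filter on mean z-score, first arrays only, slide as a block, scan batch as a block, the replicate number as a block, only the groups compared, pooling of AU and AI, the authors' z-scores, a threshold of 0.3 on the adjusted p, and leaving out each animal in turn. Normexp was planned on the mean spot intensity and was run on the median spot intensity, which the scanner files give. An alternative without the second cortex array labeled AI_iTBS 2 was added after the data were seen. Slides and scan batches were read from the file headers and are given as running numbers, with 7 slides, 3 scan batches and 2 scanners.

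For a probe not well above background on any array of a group, the group has only an upper limit. The fold change is then given as a lower bound, from the mean of the brighter group against the mean, per array, of the larger of the probe's own signal and the lowest signal among probes well above background. The same least difference is given where few arrays of a group were well above background. Saturated spots were seen on 1 array and in none of the genes named. The number of arrays limits the precision of each comparison.

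To ask how often chance gives as large a result, the animals of each comparison were divided into groups of the same sizes in every other way, or in 100 drawn ways where there were more, the real division included. These refits used probes measured in every animal, so their counts differ slightly from those of the full fits. Where no probe was called, the number of probes at an unadjusted p under 0.05 was compared instead, a choice made because the real count was 0. Since these splits ignore scan batch, they were repeated with labels moved only among animals of scan 1 and only among animals of later scans. This repeat was added after the other counts were seen. Correlations over animals were tested with 100000 permutations and the association of principal components with batches with 10000. Arrays were matched to animals over probes whose signal correlated between hippocampus and cortex over the animals at over 0.8, with an SD over 0.3 in hippocampus. The animal being matched was left out of this selection and of the means subtracted. For repeat arrays and the array in no group, the animals concerned were left out in the same way. Other selections of probes were tried before this one was taken. The criterion for the Ttr relation in cortex (Spearman's rho and the value without 2 animals) was set after the values were seen.

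The tests were checked on simulated data with each probe's real mean and spread and with errors drawn independently for each probe, with 200 changed probes in each of 5 simulations per comparison. At a log2 change of 1, limma recovered 63.4% of the changed probes in the young and 76.9% in the aged comparison of hippocampus (32183 probes), and 43.9% and 68.6% in those of cortex (32358 probes). At a log2 change of 0.5 it recovered 8.5%, 35.1%, 1.1% and 13.7% in the same order. With no change at all, the study's selection rule called a mean of 66.6 and 61.8 probes in the young and aged comparisons of hippocampus (45230 probes) and 108 and 92 in those of cortex (45255 probes). A gene set shifted by -0.3 was called by camera in 5 of 5 simulations in the young and in the aged comparison of hippocampus (13289 genes), and in 4 and 5 of 5 in those of cortex (13261 genes).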

Results

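Gene expression arrays were read for the hippocampus and the parietal cortex of 24 rats. The groups held 4 Y_Sham, 4 Y_iTBS, 4 AU_Sham, 5 AU_iTBS, 4 AI_Sham and 3 AI_iTBS animals in each region. On average 64.7% ± 2.1 (SD, n = 56 arrays) of the probes were well above background, with a range of 59.4% to 69.7%. Among first arrays the mean was 65.2% ± 1.78 (SD, n = 24) in hippocampus and 64.3% ± 2.25 (SD, n = 24) in cortex. Group means ran from 64.2% (AI_iTBS) to 66.4% (Y_Sham) in hippocampus and from 62.4% (AU_Sham) to 66.7% (AU_iTBS) in cortex. Both regions of 15 animals were scanned in batch 1, and both regions of the other 9 in later batches.

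The comparison of regions asked whether the region labels fit the expression of known marker genes. In hippocampus against parietal cortex, sham animals only (12), limma called 12210 of 33738 probes, of which 6540 were higher in hippocampus and 5670 higher in cortex. The alternative that moved this count most was the filter on mean z-score, with 9253 probes. By the naming rule, which takes the fitted difference also where 1 side is mostly at background, the genes were Htr5b (NM_024395), Nts (NM_001102381) and Klk8 (NM_001107509) toward hippocampus, and LOC103691814 (XR_591519), Cyp11b1 (NM_012537) and Cd200r1 (XM_008768743) toward cortex. Klk8 was higher in hippocampus by 7.51 (SE 0.174, limma adjusted p 7.66e-18), in 12 of 12 sham animals, as the naming rule required. Htr5b (limma adjusted p 6.48e-15) was well above background on 3 of 14 cortex arrays and Nts on 5 of 14, so only least differences are given, of 7.33 and 7.15. By the same bound Klk8, with 12 of 14 cortex arrays, was higher by at least 7.48. Lower bounds do not rank these genes against each other. Cd200r1 was well above background on 0 of 14 hippocampus arrays, and was at least 12.7-fold higher in cortex.

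Of the cortex markers, 7 of 8 found were higher in cortex, the exception being Nefm with a difference of -0.09. Of 10 hippocampus markers found, 4 were higher in hippocampus (Neurod6 by 2.06, Nr3c2 by 1.87, Wfs1 by 1.81 and Zbtb20 by 1.18), 1 (Tyro3, -0.91) was higher in cortex, and the others did not differ at the threshold. Choroid plexus genes were higher in hippocampus in 10 of 15 cases, with 1 (Col8a1) higher in cortex. Among haemoglobin and haem synthesis genes, 3 of 5 found were higher in cortex and 1 in hippocampus. The male-specific genes Eif2s3y and Ddx3y had mean normalized log2 signals of 3.77 and 3.69 in hippocampus and 3.71 and 3.66 in cortex.

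Whether the arrays of an animal belong together was checked on probes that vary between animals, selected each time without the animal being matched. The cortex array of each of the 24 animals correlated most with the hippocampus array of the same animal, with r across probes of 0.669 to 0.92 against 0.191 to 0.524 for the closest other animal. Probes are not independent replicates. Technical repeats correlated with the first array of their own animal and region at 0.914 to 0.957 over 328 probes, with 1 exception. The repeat of the AI_iTBS 2 cortex correlated at 0.093 with its first array and at 0.927 with the cortex array of AI_Sham 2. The median absolute difference between a repeat and its first array was 0.081 to 0.146 on the log2 scale, and 0.282 for that repeat. Between animals of the same group it had a median of 0.249 in hippocampus and 0.309 in cortex.

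**Figure D1:**
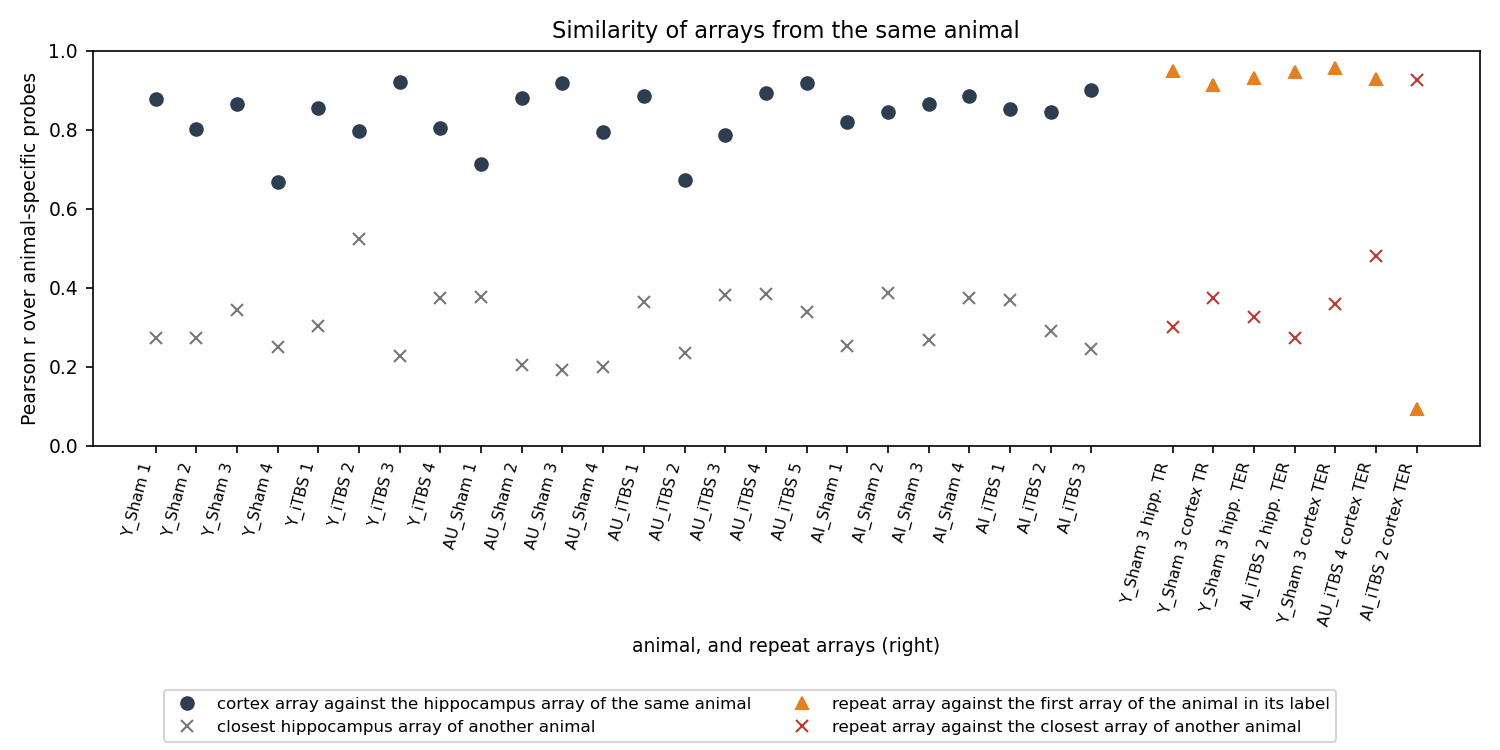
Pearson r over animal-specific probes (y axis) of each cortex array with the hippocampus array of the same animal (circles) and with the closest other animal (grey crosses), and of repeat arrays with the first array of the labeled animal (triangles) and with the closest other animal (red crosses). All 24 circles lie between 0.669 and 0.92, and the AI_iTBS 2 cortex repeat is the only triangle below its cross.

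The largest axis of variation between arrays followed the scan batch in both regions. Principal component 1 held 16.5% of the variance in hippocampus, of which scan batch accounted for 81.5% and slide for 83.1% (permutation p 1e-04 for slide, the smallest that 10000 permutations can give). Stimulation and age group accounted for 18.5% (permutation p 0.548). In cortex the component held 20.2% of the variance, with 68.9% of it along scan batch, 82.4% along slide (permutation p 1e-04) and 16.5% along group (permutation p 0.622).

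**Figure D2:**
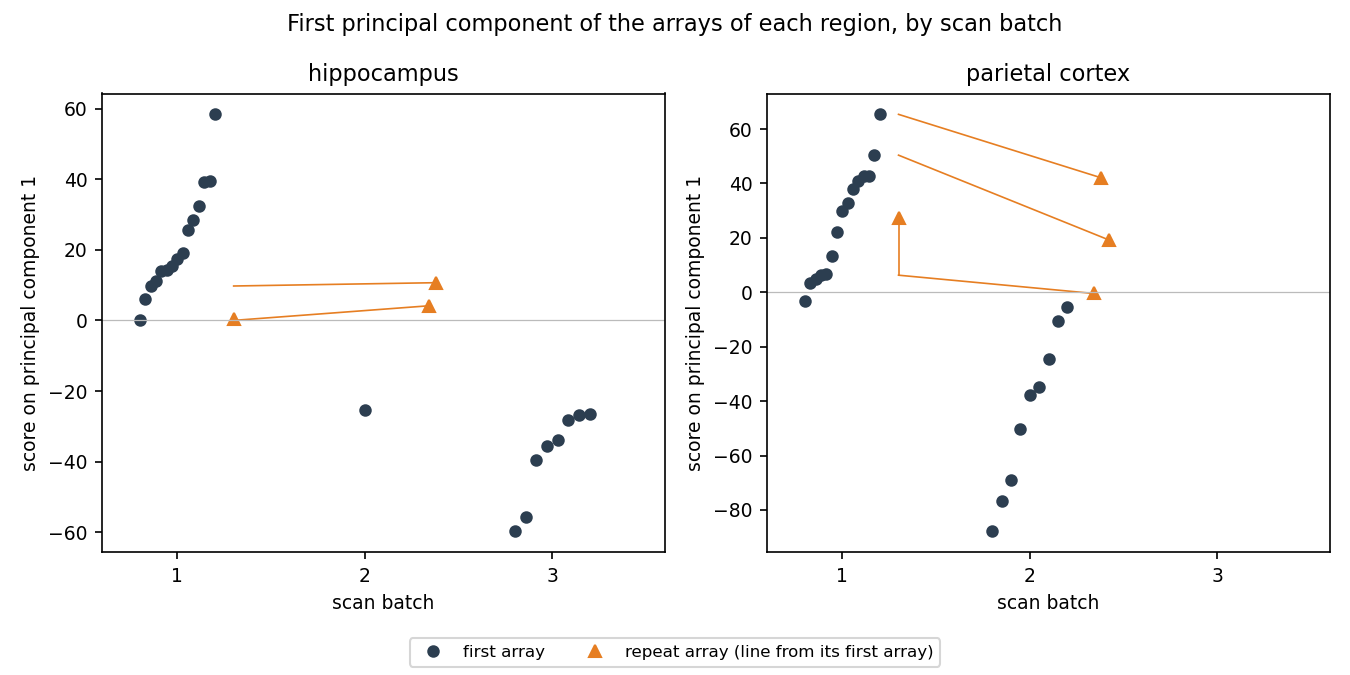
Score on principal component 1 (y axis) by scan batch (x axis), for first arrays (circles) and for repeat arrays (triangles, each joined by a line to the score of its first array), in hippocampus and parietal cortex. Scan batch accounts for 81.5% of the component in hippocampus and 68.9% in cortex.

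The main question of the series was which transcripts differ between stimulated and sham rats at 48 h. limma called 0 probes in the young comparison of hippocampus, with 1471 at an unadjusted p under 0.05 where chance gives 1622, and a smallest adjusted p of 0.93. It called 0 in young cortex, with 907 at an unadjusted p under 0.05 against 1631 by chance. In aged rats limma called 0 in hippocampus, with 799 at an unadjusted p under 0.05 and a smallest adjusted p of 0.322, and 0 in cortex, with 1062 and 0.42. The alternative that moved these counts most was the study's selection rule. It called 59 probes in young hippocampus (32 higher and 27 lower), 44 in young cortex (25 and 19), 14 in aged hippocampus (9 and 5) and 37 in aged cortex (12 and 25). None of these passed limma's threshold. Over divisions of the same animals into groups of these sizes (all 35 for young rats, 100 drawn for aged), the median number it called was 19, 22, 26 and 31 in the same order. On simulated data with no change and with errors drawn independently for each probe it called more, 66.6, 108, 61.8 and 92 probes on average. The analysis of variance that opens the rule passed 2212 of 45230 probes in hippocampus (chance 2262) and 5074 of 45255 in cortex (chance 2263). Leaving out Y_Sham 3 gave limma counts of 2 in young hippocampus and 1 in young cortex, and leaving out AI_iTBS 2 gave 1 in aged hippocampus and 1 in aged cortex.

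**Figure D3:**
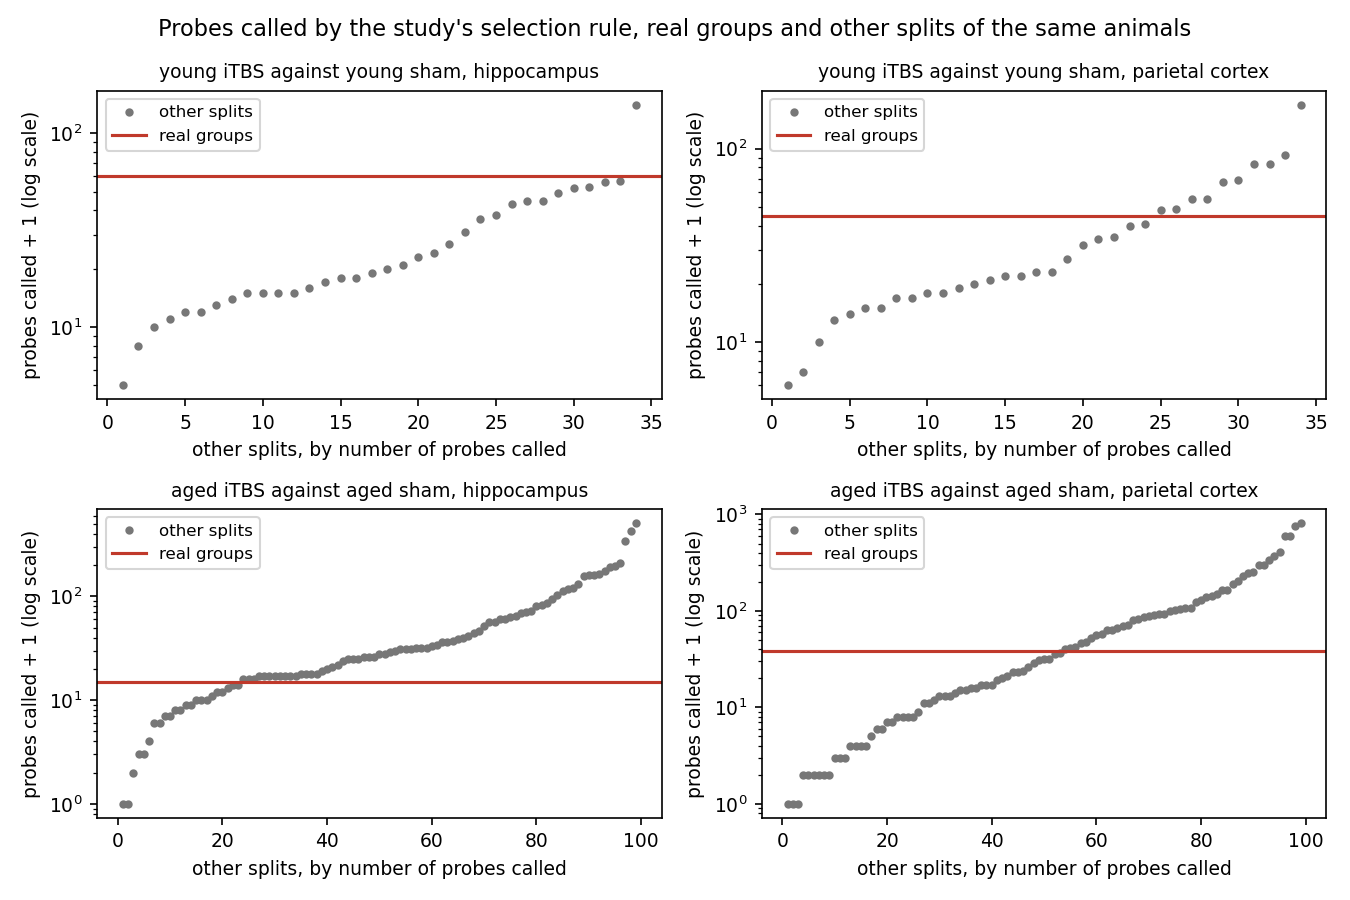
Number of probes called by the study's selection rule plus 1 (log y axis) in other divisions of the same animals into groups of the same sizes (all for young rats, 100 drawn with the real one for aged; points, in order of their count along the x axis) and in the real groups (line), for the young and aged comparisons of each region. The real groups gave 59, 44, 14 and 37 probes in young hippocampus, young cortex, aged hippocampus and aged cortex.

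With aged rats separated by cognitive status, limma called 0 probes in each of the 4 comparisons. At an unadjusted p under 0.05 there were 742 (AU) and 609 (AI) in hippocampus and 2913 (AU) and 861 (AI) in cortex. The study's selection rule called 12, 26, 24 and 31 in the same order. For AU cortex the smallest adjusted p was 0.0872, and 17 probes passed at an adjusted p under 0.3 (6 higher and 11 lower). With slide as a block, the AU cortex count at an unadjusted p under 0.05 was 1513. Leaving out AU_iTBS 4 gave 5 called probes in AU cortex, and leaving out AI_iTBS 2 gave 1 in AI cortex. The AI cortex comparison averaged in a repeat array labeled AI_iTBS 2 that resembled AI_Sham 2. Without this array 2 probes were called there.

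Whether the response differed with age or between regions was tested directly. For the aged minus the young effect limma called 0 probes, with 1397 at an unadjusted p under 0.05 in hippocampus and 1204 in cortex. For the difference of the effect between the regions of the same animals it called 0, with 912 at an unadjusted p under 0.05 in young and 946 in aged rats. The study's selection rule was not run on these differences. Leaving out Y_Sham 1 gave 1 called probe for the young difference between regions, and leaving out AU_Sham 1 gave 1 for the aged one. A response in 1 age or region is therefore not shown to differ from that in the other. On simulated data a log2 change of 1 was recovered for 24.8% of changed probes in the young difference between regions and for 53.5% in the aged one.

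A selection of 10 genes from those that the study's text discusses was examined in 18 comparisons. Of these, 2 had an unadjusted p under 0.05, 0 passed limma's adjusted threshold, and 2 were called by the study's selection rule. In 13 the mean was lower after iTBS, and in 8 every iTBS animal lay on the same side of the sham mean. Over all 40 pairs of these genes and the 4 iTBS comparisons, 27 were lower and 13 higher after iTBS, 2 had an unadjusted p under 0.05 and 0 passed the adjusted threshold. In aged hippocampus 6 of the 10 were higher, among them RT1-Da by 0.7 (limma p 0.111) and Cd74 by 0.49 (limma p 0.214). The MHC class II gene RT1-Da (NM_001008847) was lower in young cortex by a log2 difference of -1.56 (SE 0.719), at -1.4 ± 1.17 (SD, n = 4) against 0.16 ± 0.83 (SD, n = 4). Its limma p was 0.0422 and its adjusted p was 1, and 3 of 4 iTBS arrays were well above background. In young hippocampus RT1-Da differed by -1.17 (SE 0.586, limma p 0.0589, adjusted p 0.93), and by -0.69 without Y_Sham 1. Cd74 (NM_013069), the invariant chain of the same complex, differed by -0.95 (SE 0.529, limma p 0.086, adjusted p 0.93) in young hippocampus, with 1.59 ± 0.48 (SD, n = 4) against 2.54 ± 1.06 (SD, n = 4), and by -0.43 without Y_Sham 1. In young cortex Cd74 differed by -1.05 (SE 0.655, limma p 0.125, adjusted p 1) and was called by the study's selection rule. Single animals widened this difference of Cd74 in young cortex. They were Y_Sham 3 at 2.97 (other sham animals 1.58 to 1.76) and Y_iTBS 4 at -0.11 (other iTBS animals 1.27 to 1.34). All 4 iTBS animals lay below the sham mean for both genes in both regions.

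The complement gene C1s (NM_138900) was lower in young hippocampus by -0.55 (SE 0.198, limma p 0.0118, adjusted p 0.93), with 1.28 ± 0.13 (SD, n = 4) against 1.83 ± 0.27 (SD, n = 4), in 4 of 4 iTBS animals, and was called by the study's selection rule. C2 (NM_172222) differed by -0.4 (SE 0.205, limma p 0.0633). Tlr3 (NM_198791) differed by -0.33 (SE 0.303) in young hippocampus and by -0.19 (SE 0.277) in young cortex, less than or about the SE. S100b (NM_013191) differed by 0.07 and 0.05 in young hippocampus and cortex and by -0.05 and -0.03 in the aged rats, with signs that turned under quantile normalization in all 4 comparisons and under 75th percentile scaling in all but aged hippocampus. Arc (NM_019361) differed by -0.28 (SE 0.157, limma p 0.0871) in aged hippocampus and by -0.52 (SE 0.389, limma p 0.198) in aged cortex. Grin2d (NM_022797) differed by 0.28 (SE 0.288) in young hippocampus and Ryr2 (NM_001191043) by 0.07 (SE 0.211) in young cortex. Ttr (NM_012681) differed by -1.16 (SE 1.07) in young hippocampus and by 0.89 (SE 0.936) in young cortex. In young hippocampus Ttr was 4.78 in Y_iTBS 3 (other iTBS animals 6.9 to 7.07). Grin2d was 6.85 there in Y_iTBS 1 (other iTBS animals 7.92 to 7.99). These single animals lowered the iTBS means of the 2 genes.

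**Figure D4:**
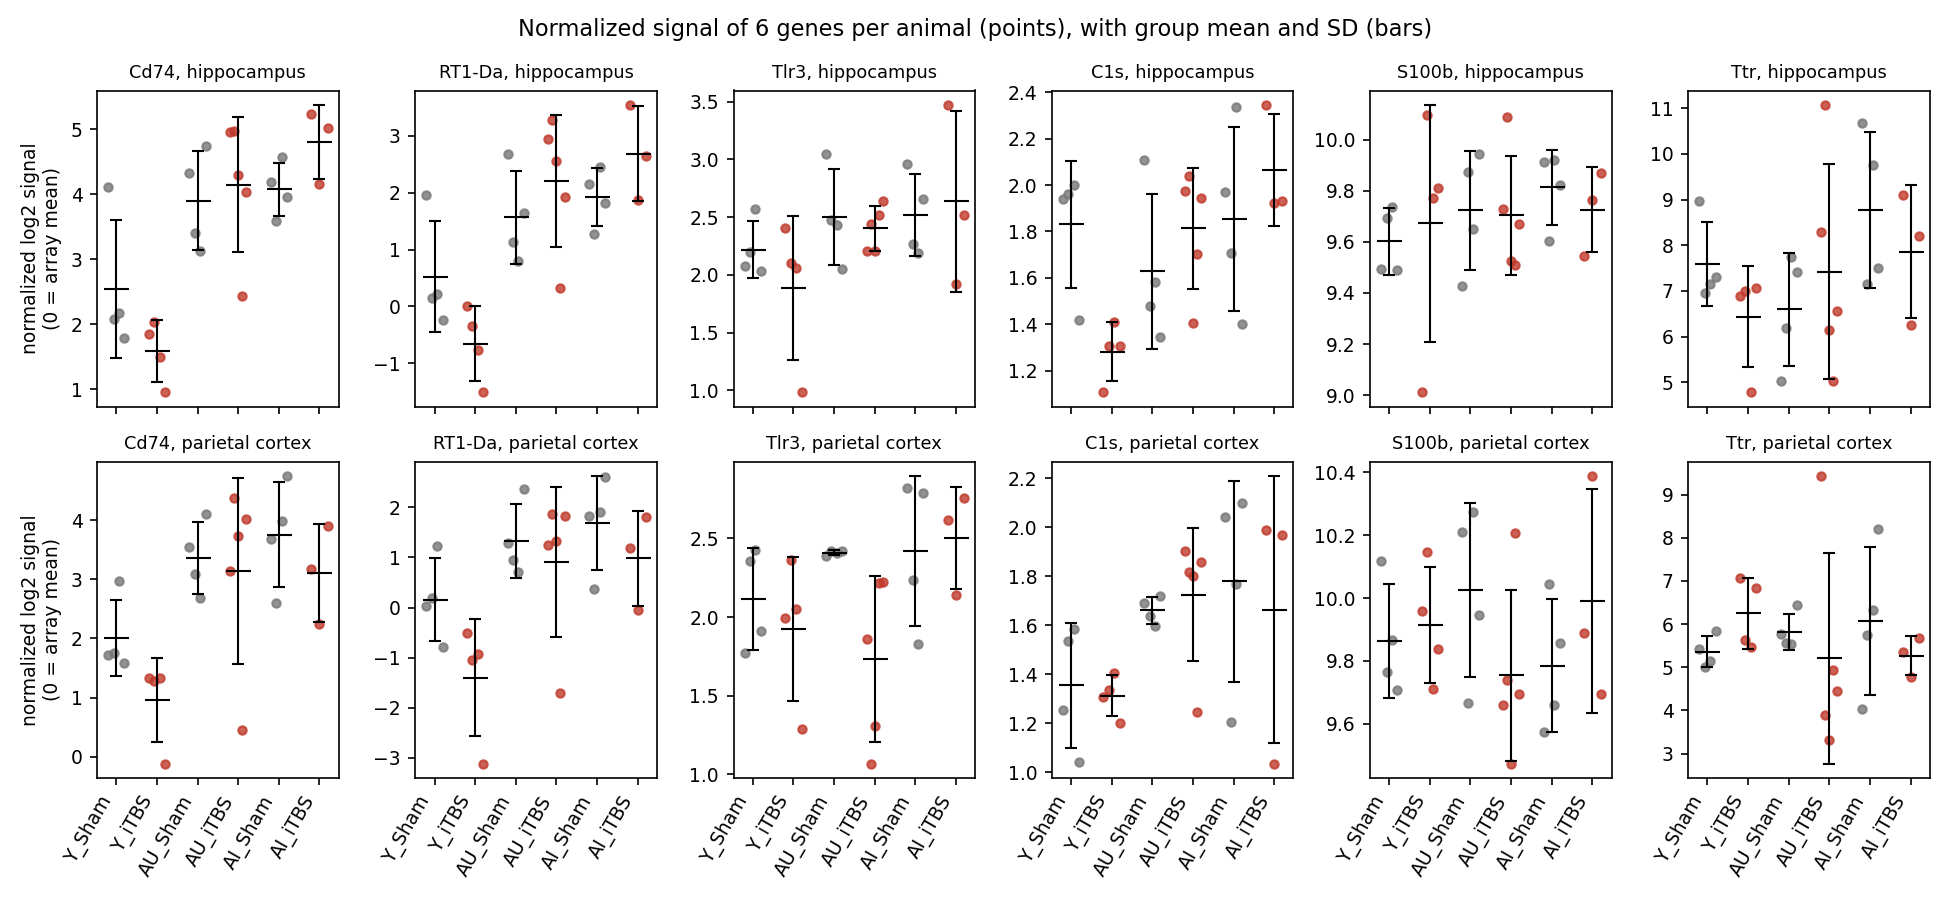
Normalized log2 signal (y axis, 0 being the mean of an array) of Cd74, RT1-Da, Tlr3, C1s, S100b and Ttr in each animal (points) by group (x axis), with group mean and SD (bars), in hippocampus (top) and parietal cortex (bottom). For Cd74 in young hippocampus, 1 sham animal lies at 4.11 and the others between 1.79 and 2.18.

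The named probes of smallest p in each comparison did not pass the adjusted threshold. Timd2 (NM_001013855) was higher after iTBS in young hippocampus by 2.09 (SE 0.46, limma p 0.000193, adjusted p 0.93) and in young cortex by 2.49 (SE 0.498, limma p 6.32e-05, adjusted p 1), with 4 of 4 animals above the sham mean. In sham it was well above background on 3 of 6 arrays in each region, all 3 of them from Y_Sham 3. With the other sham values raised to the lowest signal well above background, the difference was at least 1.45 in hippocampus and 1.75 in cortex. Without Y_Sham 3, 0 of 3 sham arrays were well above background in either region. Timd2 was then at least 3.49-fold higher in hippocampus (limma adjusted p 0.0232) and 4.21-fold in cortex (limma adjusted p 0.0276), with p-values that rest on sham signals near background. Spata18 (NM_199374) differed by -0.79 (limma p 0.000107) in young hippocampus. Chmp1b (NM_001109533) differed by -0.8 (limma p 7.54e-05) in young cortex, where its other probe differed by 0.67. Or2b11 (NM_001001097) was lower in aged hippocampus by -1.12 (SE 0.192, limma p 9.93e-06, adjusted p 0.322), in 8 of 8 animals, and without AI_iTBS 2 by -1.32 (adjusted p 0.0124). Tshr (NM_012888) in aged hippocampus was well above background on 3 iTBS arrays and 0 sham arrays, and no fold is given. Mixl1 (NM_001105979) was at least 1.18-fold higher in aged cortex, on 4 of 10 iTBS arrays and 0 of 8 sham arrays. Hnrnpa3 (NM_001111295) differed by 0.97 (adjusted p 0.999) in aged cortex, and its other probes by -0.04, -0.02 and -0.03.

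Of 43 genes that the study displays for the in vivo model, 39 were tested. The number called was 0 in all 4 comparisons, adjusted over the list alone as well as over all probes by limma. At an unadjusted p under 0.05 there were 5 and 2 in young hippocampus and cortex and 2 and 2 in the aged, where chance gives 1.95. Among them, and outside the naming rule although the study's text discusses them, were Rgs4 (1.19, limma p 0.0452) in young hippocampus and Abcg2 in young hippocampus (-0.47, limma p 0.0318) and young cortex (-0.49, limma p 0.026). The study's selection rule called 1, 1, 0 and 0. The study chose this list from its own in vivo results, which may rest on these animals. The count over the list alone is therefore not taken as independent evidence.

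Gene sets asked whether small differences pointed the same way in related genes. At its preset correlation, camera called 2 of 11 sets in young hippocampus, 5 in young cortex, 6 in aged hippocampus and 3 in aged cortex. None of these calls held under fry or under camera with an estimated correlation, which called 0 in each comparison. The PAGE test called 2, 4, 4 and 6 in the same order. In young hippocampus the synaptic vesicle set was higher (adjusted p 0.00133, 23 of 29 genes) and the interferon-induced set lower (adjusted p 0.031, 11 of 13 genes). The complement set did not pass (adjusted p 0.0937, 13 of 16 genes lower), and the immediate early genes had a median of -0.027 beside a mean of 0.005 and an upward test. The ribosomal set did not pass either (adjusted p 0.41, 41 of 76 genes higher). Its direction flipped under 75th percentile scaling, quantile normalization and the authors' z-scores. In young cortex the Toll-like receptor (adjusted p 0.00787, 7 of 8 genes), chemokine (0.028, 20 of 26) and MHC class II (0.0283, 6 of 8) sets were lower and the synaptic vesicle set higher (0.0283, 20 of 29). The ribosomal set was higher there (0.0469, 53 of 75), a direction that flipped under 75th percentile scaling and quantile normalization. The complement set did not pass in young cortex (0.53, 10 of 16 lower). Leaving out Y_iTBS 4 left 1 set in young hippocampus, leaving out Y_Sham 1 left 1 in young cortex, and leaving out AU_Sham 4 left 0 in aged cortex.

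In aged hippocampus the interferon-induced (adjusted p 0.000125, 11 of 13 genes), microglia (0.000248, 11 of 12), myelin (0.00756, 13 of 15) and MHC class II (0.00816, 7 of 8) sets were higher after iTBS. The immediate early set was lower (0.00422, 13 of 18), as was the ribosomal set (0.0148, 57 of 76), whose direction flipped under quantile normalization. In aged cortex the immediate early (0.021, 15 of 18) and ribosomal (0.00662, 63 of 75) sets were lower. The oxidative phosphorylation set was lower too (0.021, 59 of 71), with a direction that flipped under quantile normalization. Fewer sets were called in aged cortex without the second cortex array labeled AI_iTBS 2, which resembled AI_Sham 2. In aged cortex the synaptic vesicle set had a median of -0.023 and a mean of -0.006 beside an upward test, and the microglia set a median of -0.032 beside a mean of 0.022. The difference of set results between ages or regions was not tested.

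Sham rats were compared by age. In hippocampus limma called 1 probe, with 2667 at an unadjusted p under 0.05. It was Cdh23 (NM_053644), higher in aged rats by 1.17 (SE 0.159, limma adjusted p 0.0134), at -0.2 ± 0.3 (SD, n = 8) against -1.37 ± 0.17 (SD, n = 4), in 8 of 8 aged animals. Without Y_Sham 4 the adjusted p of Cdh23 was 0.122, and over the animals left out in turn the count ran from 0 (without Y_Sham 2) to 9 (without Y_Sham 3). With slide as a block the count was 22.

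In cortex limma called 37 probes between aged and young sham (26 higher and 11 lower in aged), 13 of them with a symbol, for 12 genes, and 3150 had an unadjusted p under 0.05. Under 75th percentile scaling 34 were called (29 higher and 5 lower) and under quantile normalization 32 (26 and 6). The count was 22 without Y_Sham 2 and 44 without AU_Sham 1. By the naming rule, Klf14 (NM_001135094) was higher by at least 2.03 (limma adjusted p 0.011), was well above background on 1 of 6 young sham arrays, and had another probe with a difference of 0.13 (adjusted p 0.882). Cd69 (NM_134327) was at least 1.64-fold higher (adjusted p 0.0302), with 6 of 8 aged and 0 of 6 young sham arrays well above background, and Bpifb4 (NM_001109209) at least 2.34-fold higher (adjusted p 0.0297). Slc22a3 (NM_019230) was lower by -1.02 (SE 0.155, adjusted p 0.00385), at -0.18 ± 0.2 (SD, n = 8) against 0.84 ± 0.41 (SD, n = 4). Myh1 (NM_001135158) differed by -0.89 (adjusted p 0.0281) and Spc25 (NM_001009654) by -0.89 (adjusted p 0.011). All 8 aged animals lay on the same side of the young mean for these 6 genes, but the naming rule required this, so it is no further evidence. With only the compared groups in the model, each of the 6 lost its call, Slc22a3 with an adjusted p of 0.102. Leaving out Y_Sham 3 gave adjusted p-values of 0.0733 for Cd69, 0.0611 for Klf14, 0.117 for Myh1 and 0.0681 for Spc25, and leaving out Y_Sham 2 gave 0.203 for Bpifb4.

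Outside the naming rule and chosen after their values were seen, the complement genes C4a (NM_031504), C4b (NM_001002805) and C3 (NM_016994) were among the called probes of aged cortex, higher by 1.67 (limma adjusted p 0.0022), 1.3 (adjusted p 0.00554) and 1.37 (adjusted p 0.013). Cdh23 was higher in aged cortex too, by 1.97 (adjusted p 0.0107). Of the 37 probes, 35 were tested in hippocampus, where 33 differed with the same sign and 26 had an unadjusted p under 0.05. Both regions come from the same animals, so the hippocampus values are not independent evidence. A difference of the age effect between regions was not tested.

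AI sham and AU sham rats were compared for cognitive status. limma called 0 probes in hippocampus, with 1308 at an unadjusted p under 0.05, and 0 in cortex, with 2193. In hippocampus Pds5b (NM_001101805) was well above background on 1 of 4 AI sham arrays and lower there by at least 0.85 (limma adjusted p 0.368). Without AI_Sham 3, 0 of 3 AI sham arrays were well above background and it was at least 2.03-fold lower (limma adjusted p 0.00236), with a p-value that rests on signals near background. Ccl21 (NM_001008513) was at least 1.8-fold higher in AI sham (adjusted p 1). In cortex Spdye4 (NM_001034153) was at least 1.3-fold higher (adjusted p 0.172) and Rnf225 (NM_001109334) higher by 1.19 (adjusted p 0.172). Leaving out AI_Sham 1 gave 1 called probe in cortex.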

Values the study reported

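For iTBS in living rats, the study gives 229 genes raised and 165 lowered in the hippocampus of young animals, and 78 raised and 253 lowered in their cortex. For aged animals it gives 34 raised and 21 lowered in hippocampus and 9 raised and 29 lowered in cortex. Its z-ratios for RT1-Da in young rats are negative, with absolute values of 3.60 in cortex and 3.55 in hippocampus, and those for Cd74 are negative too, with 3.23 and 3.46. In aged hippocampus they are positive, at 3.19 and 2.62. S100b is listed there in separate places, always with negative z-ratios in young rats. Their absolute values are 2.92 in cortex and 1.78 in hippocampus in 1 place, and in the other the z-ratio is -1.30 in cortex and has an absolute value of 4.01 in hippocampus. For Ttr the z-ratio is 4.47 in young cortex and negative in young hippocampus, with an absolute value of 2.86. It is 2.61 for Ttr in aged cortex. For Grin2d it is 4.54 in young and 0.45 in aged hippocampus, for Ryr2 2.80 in young cortex, for Arc 0.11 in young cortex and for Cd74 0.57 in aged cortex. The values -1.30, 0.45, 0.11 and 0.57 are not among those the study marks as changes. Those for Tlr3 in young rats are negative, with absolute values of 3.02 in cortex and 2.77 in hippocampus. Its methods for the in vivo part name 8 aged and 8 young rats.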

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

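The correlations of Cd74, RT1-Da and Tlr3 between regions and the test of the array with contradicting labels were chosen only after the results were seen, as was the criterion that decides the Ttr relation in cortex. The Ttr correlations themselves were set before. The 10 selected genes gave 100 sets of values to examine, each a gene, a region and a group of at least 4 animals. In 11 of these, 1 animal lay far from the others, where chance gives about 5 (1 in 20). Of 20 such sets for array measures (share of probes well above background and 75th percentile), 0 held such an animal. These 11 are therefore no more than candidates for a closer look.

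Cd74 in hippocampus was 4.11 in Y_Sham 1 and 1.79 to 2.18 in the other young sham animals, so that this animal sets much of the lower mean after iTBS. In cortex Cd74 was 2.97 in Y_Sham 3 (others 1.58 to 1.76) and -0.11 in Y_iTBS 4 (others 1.27 to 1.34). RT1-Da in cortex was -1.71 in AU_iTBS 4 (others 1.25 to 1.87). Animals may differ in these genes in both regions apart from stimulation. With group means removed, Cd74 correlated between the regions of the 24 animals at r = 0.629 (permutation p 0.0011, adjusted 0.0015 over 4 genes) and rho = 0.531 (permutation p 0.0083), and at r = 0.615 without the 2 farthest animals. For RT1-Da r was 0.643 (permutation p 0.00052, adjusted 0.001), rho was 0.484 (permutation p 0.018), and r was 0.578 without the 2 farthest animals. Within scan 1 (15 animals) r was 0.796 for Cd74 and 0.833 for RT1-Da, but in the 9 animals of later scans it was 0.0657 and 0.0419, so the relation was not seen in both batches. Tlr3 was tested in the same way and correlated at r = 0.585 (permutation p 0.0027, adjusted 0.0027) and rho = 0.596 (permutation p 0.0025), at r = 0.538 without the 2 farthest animals, at 0.849 within scan 1 and at 0.445 in later scans. The last gene of the 4 was Timd2. A response to stimulation stays open as well, and the cause of the single values was not tested.

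Ttr, a gene abundant in the choroid plexus, was 4.78 in the hippocampus of Y_iTBS 3 (others 6.9 to 7.07) and 9.43 in the cortex of AU_iTBS 1 (others 3.32 to 4.93). Over all animals it ranged from 4.78 to 11.08 in hippocampus and from 3.32 to 9.43 in cortex. The amount of choroid plexus in the dissected piece is a candidate explanation. In hippocampus Ttr correlated with the mean of 14 other choroid plexus genes at r = 0.92 (permutation p 1e-05, the smallest possible, adjusted 2e-05 over 2 regions) and rho = 0.858 (permutation p 2e-05). Without the 2 farthest animals r was 0.868, and within scans 1 and 3 it was 0.886 (15 animals) and 0.926 (8 animals), with 1 animal in scan 2. In cortex r was 0.673 (permutation p 0.00073, adjusted 0.00073) and rho 0.374 (permutation p 0.074) over 10 other genes, and r fell to 0.243 without the 2 farthest animals, though it was 0.616 in scan 1 (15 animals) and 0.789 in scan 2 (9 animals). The relation in cortex rests on those animals, which keeps the explanation open there. An effect of stimulation on Ttr itself was not separated from it.

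C1s was 1.42 in the hippocampus of Y_Sham 4 (others 1.94 to 2) and 1.25 in the cortex of AU_iTBS 4 (others 1.8 to 1.91). Arc was 6.35 in the hippocampus of AU_iTBS 2 (others 6.8 to 6.94). Grin2d was 6.85 in the hippocampus of Y_iTBS 1 (others 7.92 to 7.99) and 7.99 in the cortex of AU_Sham 3 (others 7.44 to 7.52). No technical or biological explanation was tested for these values.

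The array with contradicting labels, which entered no comparison, correlated at 0.976 over 328 animal-specific probes with the hippocampus array of AU_iTBS 4, the animal of its description, and at 0.866 with that animal's cortex array. Its title holds the animal number of Y_Sham 3 together with the replicate number 4. With the hippocampus array of Y_Sham 3 it correlated at 0.147 and with that of Y_Sham 4 at 0.416, where the next closest animal gave 0.425. A wrong title may explain this. The array was kept out of the groups all the same, because groups were taken from labels and not from values. No biological explanation was tested.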

How the results depend on the processing

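The alternative without the second cortex array labeled AI_iTBS 2 was chosen only after the results were seen, and all the others were set before. Of the counts of probes, 186 stayed within 1.5 times their value under other settings and 32 did not, and 182 and 22 did so when an animal was left out. For gene sets these numbers were 34 and 26, and 36 and 12. Of the values of named genes, 459 kept their direction and their side of the threshold under other settings, 25 lost and 1 gained a call, and 16 reversed. With an animal left out, 414 kept both, 31 lost and 4 gained a call, and 11 reversed. The comparison of regions kept its count within 1.5 times under all settings run. The cause of the changes below was not tested, except where fewer probes were tested.

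In place of 0 by limma, the study's selection rule called 59 probes in young hippocampus, 14 in aged, 12 in AU and 26 in AI hippocampus, and 44, 37, 24 and 31 in the same groups of cortex. At an adjusted p under 0.3, limma called 17 in AU cortex and 0 in the other 7 of these comparisons. With slide as a block, 4 were called in AU hippocampus, 4 in AI against AU sham hippocampus, 1 in young cortex, 1 in aged cortex and 22 in aged against young sham hippocampus (main 1). Without the filter on dim probes, 5 were called in AI hippocampus, 15 in AU cortex, 1 in AI cortex, 4 in AI against AU sham cortex and 2 in aged against young sham hippocampus. AU cortex gave 1 under 75th percentile scaling and 5 with first arrays only. AI cortex gave 2 without the second AI_iTBS 2 array. Aged against young sham in hippocampus gave 6 under 75th percentile scaling, 2 under quantile normalization, 2 under normexp and 0 with the filter on mean z-score. In cortex this comparison (37) gave 10 with that filter, which tested 12 of the 37 probes, and 18 with only the compared groups.

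The replicate number does not mark 1 animal across groups, since the labels give every group and number an animal of its own. Arrays of the same number in paired groups correlated at -0.09 to 0.4 in hippocampus (3 of 11 pairs above 0.1) and at -0.28 to 0.55 in cortex (6 of 11), so the number was not used as a pairing. The AI cortex pairs were all above 0.1, at 0.39, 0.55 and 0.16, so these correlations do not argue against a pairing of different animals there. The 0.55 is the pair of AI_Sham 2 and AI_iTBS 2. The cortex repeat labeled AI_iTBS 2 resembled AI_Sham 2 (r = 0.927), so this value may not reflect a pairing. With the replicate block, aged against young sham gave 0 probes in hippocampus and 58 in cortex (29 higher and 29 lower), AU cortex gave 1 and AI against AU sham cortex gave 3. Camera then called 3 sets in young and 0 in aged cortex. For the comparison of hippocampus against parietal cortex, sham, the unpaired fit called 12032 probes where the paired one called 12210.

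Leaving out 1 animal in turn gave 0 to 2 probes in young hippocampus and 0 to 1 in aged hippocampus, AI against AU sham in either region, young cortex, aged cortex, AI cortex and both differences of the effect between regions. The range was 0 to 5 in AU cortex, 0 to 9 and 22 to 44 for aged against young sham in hippocampus and cortex, and 10916 to 12229 for the regions. The other counts stayed at 0. Sets called by camera ran from 1 to 6 in young hippocampus, 4 to 7 in aged hippocampus, 1 to 5 in young cortex and 0 to 4 in aged cortex.

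Camera called 2 sets in young hippocampus. The count was 4 under 75th percentile scaling, 5 under normexp, 1 with the filter on mean z-score, and 4 each with first arrays only, slide as a block and scan as a block. In young cortex (5) it was 2, 1 and 3 under the first 3 of these and 1 with slide as a block. In aged cortex (3) it was 0 under 75th percentile scaling and under quantile normalization, 1 without the filter on dim probes, 1 with scan as a block and 1 without the second AI_iTBS 2 array, and PAGE called 6. fry and camera with an estimated correlation called 0 in all 4 comparisons, aged hippocampus (6) included.

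Reversed directions were found for small differences and, between probes of the same gene, for the larger ones of Chmp1b and Hnrnpa3. Tlr3 in young cortex ran from -0.34 (without Y_iTBS 2) to 0.02 (without Y_iTBS 4). S100b in young hippocampus was -0.02 under 75th percentile scaling, -0.03 under quantile normalization and, over the animals left out, -0.07 (without Y_iTBS 2) to 0.29 (without Y_iTBS 1). In young cortex S100b was -0.03 and -0.02 under these scalings, 0 without Y_Sham 4, -0.03 without Y_iTBS 2, at most 0.14 without Y_Sham 1, and -0.07 on its other probe. In aged hippocampus it was 0.02 under quantile normalization, 0.1 with slide as a block and 0.05 on its other probe. In aged cortex it was 0.03 and 0.05 under 75th percentile scaling and quantile normalization, 0.01 with the authors' scores, and 0.01, 0, 0.01 and 0.04 without AU_Sham 3, AU_iTBS 3, AI_Sham 2 and AI_iTBS 3, with the lowest value of -0.13 without AI_iTBS 2. Ryr2 in young cortex was -0.05 with slide as a block, -0.06 without Y_Sham 3, -0.03 without Y_iTBS 1 and -0.06 without Y_iTBS 4, and at most 0.23 without Y_iTBS 2. The other probe of Chmp1b was at 0.67, and those of Hnrnpa3 at -0.04, -0.02 and -0.03.

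Signal over background limits the dim genes. For Cd69 and Bpifb4 in aged against young sham cortex, where no young sham array was well above background, normexp gave differences of 0.78 (adjusted p 0.221) and 0.7 (adjusted p 0.296), and only lower bounds on the fold are given.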

Other observations

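The tests of the repeat array, of the components, of slide and scan in the AU and age comparisons of cortex, of Timd2 and of splits within scan batches were chosen only after the results were seen, as was the number of probes at an unadjusted p under 0.05 as the value compared over splits where 0 probes were called, while the splits that ignore scan and the correlations of the iTBS differences between regions were set before.

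The repeat labeled as AI_iTBS 2 cortex correlated at 0.093 with its first array, at 0.927 with the cortex array of AI_Sham 2 and at 0.798 with that animal's hippocampus array. Another animal's RNA under this label may explain it. A difference between hybridization batches as the whole cause is argued against by the other repeats of its slide, of which the lowest correlation with the own first array was 0.928. In the comparisons this repeat was averaged as labeled, and the alternative without it was added after its values were seen. No biological explanation was tested.

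Repeats of scan 1 animals that were run again in scan 2 carry the same tissue through another batch. In cortex their component 1 score moved by -15 on average, where the gap between the scans' first arrays was -70.5, which argues against scan as the whole cause. In hippocampus it moved by 2.56 with a gap of -58.9. There scan and animal cannot be told apart, because 8 of the 9 later arrays belong to scan 3, in which no repeat of a scan 1 animal was run. Only 2 repeats per region entered this test, and differences between animals or their tissue remain open.

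How often chance gives as large a result was counted over other splits of the same animals, the real one included. For probes at an unadjusted p under 0.05, as many came from 8 of 35 splits in young hippocampus, 16 of 35 in young cortex, 71 of 100 in aged hippocampus and 47 of 100 in aged cortex. For AU rats it was 87 of 100 in hippocampus and 25 of 100 in cortex, and for AI rats 30 of 35 and 22 of 35. For the aged minus the young effect it was 39 of 100 and 33 of 100, and for the difference of the effect between regions 10 of 35 in young and 57 of 100 in aged rats. For AI against AU sham it was 28 of 35 in hippocampus and 5 of 35 in cortex. With the study's selection rule, as many probes came from 2 of 35 splits in young hippocampus, 11 of 35 in young cortex, 77 of 100 in aged hippocampus and 47 of 100 in aged cortex. As many gene sets called by camera came from 27 of 35, 8 of 35, 25 of 100 and 66 of 100 in the same order. The count of aged against young sham in hippocampus was reached by 13 of 100. By these splits, which ignore scan batch, chance is not excluded for any of these. It was excluded for aged against young sham in cortex (1 of 100, the highest other split giving 35 probes against 37) and for the comparison of regions (1 of 100).

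Splits that put all animals of later scans on 1 side gave results as large as the real ones in 4 of 5 cases in young hippocampus and 5 of 5 in young cortex, 5 of 5 in both regions of AU rats, and 15 of 15 and 12 of 15 in hippocampus and cortex of AI rats. For AI against AU sham it was 12 of 15 and 3 of 15, and for aged against young sham 4 of 15 and 0 of 15. With scan as a block, the probes at an unadjusted p under 0.05 numbered 1653 in young iTBS against young sham, hippocampus, and 1520 in young iTBS against young sham, parietal cortex. They numbered 628 in AU iTBS against AU sham, hippocampus, 2030 in AU iTBS against AU sham, parietal cortex, 928 in AI iTBS against AI sham, hippocampus, and 1865 in AI iTBS against AI sham, parietal cortex. For AI sham against AU sham, hippocampus, there were 1857, and for AI sham against AU sham, parietal cortex, 2951. For aged sham against young sham, hippocampus, 1 probe was called with scan as a block.

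The counts were repeated over splits that move labels only within scan batches. For probes at an unadjusted p under 0.05, as many came from 4 of 30 splits in young hippocampus, 11 of 30 in young cortex, 69 of 100 in aged hippocampus and 44 of 100 in aged cortex, and from 36 of 40 and 8 of 40 in hippocampus and cortex of AU rats. For the aged minus the young effect it was 32 of 100 and 31 of 100, and for the difference of the effect between regions 6 of 30 in young and 49 of 100 in aged rats. For AI rats it was 15 of 20 and 10 of 20, and for AI against AU sham 16 of 20 and 2 of 20, numbers of splits too small for a share under 0.05. As many gene sets came from 22 of 30, 7 of 30, 24 of 100 and 71 of 100 in young hippocampus, young cortex, aged hippocampus and aged cortex. With the study's selection rule it was 1 of 30, 7 of 30, 81 of 100 and 42 of 100 in the same order. Aged against young sham gave 9 of 100 in hippocampus and 1 of 100 in cortex, where the highest other split gave 34 probes. Within scan batches, chance was thus excluded for the age comparison of cortex and for the 59 probes of young hippocampus under the study's selection rule, and for none of the others. For the 59 probes the highest other split gave 56, so the margin is small, and over splits that ignore scan chance was not excluded (2 of 35). Among 24 results counted within scans, 1 share of that size can arise by chance, and limma called 0 of these probes.

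In AU cortex, 2913 probes had an unadjusted p under 0.05. With slide as a block, on first arrays only, there were 1513, fewer than the 1631 that chance gives. With scan as a block the count given above stayed higher than chance gives. Whether differences between slides account for the excess cannot be decided by this fit. Among first arrays, slide 6 held only 2 AU_iTBS animals, so the slide block takes these 2 animals out of the AU comparison. The lower count may come from their loss. In cortex of aged against young sham, 21 of the 37 called probes were still called with slide as a block and 36 with scan as a block, which argues against slide or scan as the whole cause. Age remains open as an explanation, as do other differences between these animals.

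Timd2 was higher after iTBS in both regions of young rats. With group means removed, it correlated between the regions of the 24 animals at r = 0.735 (permutation p 0.00014, adjusted 0.00056 over 4 genes) and rho = 0.521 (permutation p 0.01), at 0.504 without the 2 farthest animals, at 0.834 within scan 1 (15 animals) and at 0.514 in later scans (9 animals). Its level may therefore differ between animals in both regions at once, so that its regions are not independent evidence. Across probes, which are not independent replicates, the iTBS differences of the regions correlated at 0.262 in young and 0.202 in aged rats. As high a correlation came from 7 of 35 splits of the young and 32 of 100 of the aged animals, so differences shared by the regions of an animal could give it.

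For the study's table of changed genes, the study's selection rule as run here gave 32 higher and 27 lower probes in young hippocampus, 25 and 19 in young cortex, and 9 and 5 in aged hippocampus. These numbers of probes are smaller than the numbers of genes the study gives, except that aged cortex was closer, and the reason was not tested. Counted as genes with a symbol, they were 37, 21 and 8 in the same order, and 19 in aged cortex. Probes without a symbol are left out of these gene counts. The closeness in aged cortex thus rests on unlike units. The z-ratios of S100b here were 0.19 and 0.06 for its probes in young hippocampus and 0.14 and -0.18 in young cortex. In aged rats they were -0.25 and 0.08 in hippocampus and -0.22 and -0.31 in cortex. These lie nearer to 0 than those the study lists. The z-ratio of Ttr in young cortex was 2.42. This is below the one the study lists. Some z-ratios were nearer to those listed, with -4.22 and -3.26 for RT1-Da in young cortex and hippocampus, -2.84 and -2.65 for Cd74, and -3.22 for Ttr in young hippocampus. In aged hippocampus they were 2.81 for RT1-Da and 1.77 for Cd74. Those the study lists there are positive as well. Further ones were far from those listed. In young rats they were 0.77 for Grin2d in hippocampus, 0.18 for Ryr2 in cortex, and -0.52 and -0.92 for Tlr3 in cortex and hippocampus. The study lists the same directions there, with larger sizes. In aged cortex they were -2.62 for Ttr and -1.53 for Cd74, in aged hippocampus -1.36 for Grin2d, and in young cortex -1.55 for Arc. The study lists positive ones there, so the direction is the opposite. Of these, only that of Ttr is marked by the study as a change, and the others lie under its z-ratio threshold. For those others no reported change is contradicted. All these pairs are examples, and directions were not counted over the full list. Among pairs not given, Rgs4, Nxph3 and Gpat2 in aged hippocampus, which the study marks as changed, also had directions opposite to those of the study. C1s in young hippocampus, Arc in aged cortex and Alas2 in aged hippocampus had the same direction.

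The labels give 16 aged rats. This is more than the study's methods give for the in vivo part, so it is not known whether the aged counts of the study rest on the same animals.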
